A study of Mus musculus with 16 samples.

How the data were processed

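RNA sequencing counts were examined for 16 libraries of tibialis anterior muscle from male C57BL/6N mice aged 7 weeks. Per the labels, RNA was extracted with TRI Reagent and libraries were made with a stranded poly(A) kit. The authors used cutadapt 1.10, Bowtie2 2.2.8, STAR 2.5.3a and HTSeq 0.6.1p1 with the mouse assembly GRCm38, and deposited a table of raw counts per gene. The annotation release and the strand setting of the counting were not given. The deposited table held 30037 Ensembl genes, all of which were matched to a symbol in GENCODE M21, and all 16 count columns were used. The label of WT ASO Control replicate 4 was corrected by the submitters after deposition, and the corrected label was used. The series text speaks of 3 to 6 replicates per group, whereas WT ASO1 had 2. Libraries were checked for duplication by comparing all 120 pairs, within and across groups, and the chi-squared per degree of freedom of 10.7 to 211 left no pair that was the same library. Depth was 30148163 to 33667052 counts per library. Of the mitochondrially encoded genes 7 were tested, since others had almost no counts or were absent from the table.

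Libraries were grouped by genotype and injection into 4 groups. Genes were kept by filterByExpr by group, which left 15649 (52.1%). Counts were scaled by TMM and tested with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with a mean for each group, all 16 libraries and 12 residual degrees of freedom. The comparisons were genotype under ASO Control, ASO1 in Dnm2SL/+, Dnm2SL/+ ASO1 against WT ASO Control, ASO1 in WT, genotype under ASO1, and the interaction of genotype and ASO1. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error was the absolute log2FC over the square root of F. Levels are in CPM after TMM, and principal components used log2 CPM with a prior count of 2. Dnm2 was also tested by exact permutation of log2 CPM, with the p of the smaller tail doubled, a convention chosen after the values were seen that gives the larger p. These tests, the gene lists, the rule for naming genes and the alternatives were set before the data were examined.

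The 34 lists held 672 genes by symbol, of which 648 were tested. Some genes were in several lists, so the lists are not independent of each other. Where a symbol had more than 1 gene ID, the ID with the largest summed count was used, a rule set after Aldoa was seen to have more than 1. Lists were tested with camera of limma 3.58.1 on voom values of the same design with a preset inter-gene correlation of 0.01, again with an estimated correlation, and with fry, adjusted over the 34 lists within each comparison. Members were called over all genes and again with p-values adjusted over the list alone. Genes named are Dnm2; per main comparison the 8 largest rises and 8 largest falls among called genes with a mean log2 CPM of at least 1, no overlap between the groups and no provisional symbol, or 3 of each for the interaction and genotype under ASO1; and the members of each list with the smallest p. Of 135 genes picked by this rule, not all of which are named in the text, 4 overlap exons of another gene on the same strand (mt-Nd2, Cpt1b, S100a4 and Abhd18) and 36 on the other strand.

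Each test was run on simulated counts with the means, spread and library sizes of the real libraries and 200 genes changed by known amounts. The changed genes were drawn from those with a mean log2 CPM of at least 1. Of the genes edgeR called there, 2.17% to 5.78% were unchanged, and for DESeq2 9.52% to 16.3%. The reversal of genotype changes by ASO1 was compared with simulated counts of unchanged groups and with fits in which the Dnm2SL/+ ASO Control libraries were split so that the effects shared none. Alternatives were RLE and upper-quartile scaling, no filter, a filter of more than 1 CPM in 4 libraries, DESeq2 1.42.0, limma voom with quality weights, only the groups compared, the replicate number as a block, each library left out in turn, an absolute log2FC above 1, and removal of the 20 most counted genes.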

Results

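Polyadenylated RNA of the tibialis anterior, a mostly fast-twitch leg muscle, was sequenced in 16 male C57BL/6N mice aged 7 weeks. Dnm2SL/+ mice are heterozygous for a mutant Dnm2 allele, and the series presents them as a model of dominant centronuclear myopathy, a muscle disease with misplaced nuclei. Dnm2 encodes dynamin 2, a large GTPase that severs membranes during endocytosis. Mice had received either a control antisense oligonucleotide (ASO Control) or ASO1, which by the series title lowers Dnm2. There were 4 WT ASO Control libraries, 6 Dnm2SL/+ ASO Control libraries, 4 Dnm2SL/+ ASO1 libraries and 2 WT ASO1 libraries. Total counts ran from 30148163 to 33667052 per library.

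The main axis of the data followed genotype and treatment. The leading principal component held 38.7% of the variance. On it, the WT ASO Control libraries lay between -45.6 and -20.9, the WT ASO1 libraries at -45.2 and -35.9, the Dnm2SL/+ ASO1 libraries between -13.6 and -0.91, and the Dnm2SL/+ ASO Control libraries between 25.2 and 53.5. The 20 most counted genes, mostly of the contractile apparatus and the mitochondrial chromosome, took 36.2% ± 0.94 (SD, n = 4) of counts in WT ASO Control, 31.4% ± 0.62 (SD, n = 6) in Dnm2SL/+ ASO Control and 35.0% ± 0.75 (SD, n = 4) in Dnm2SL/+ ASO1. Mitochondrial transcripts took 12.6% ± 0.68, 9.71% ± 0.69 and 12.1% ± 0.94 of counts in the same groups. Both shares were lower in Dnm2SL/+ ASO Control than in WT ASO Control, and higher again in Dnm2SL/+ ASO1, with p = 0.0095 each (exact two-sided permutation tests, the smallest p that 4 against 6 libraries allow). For treated mutants against WT ASO Control the same exact permutation tests gave p = 0.11 and p = 0.49.

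**Figure D1:**
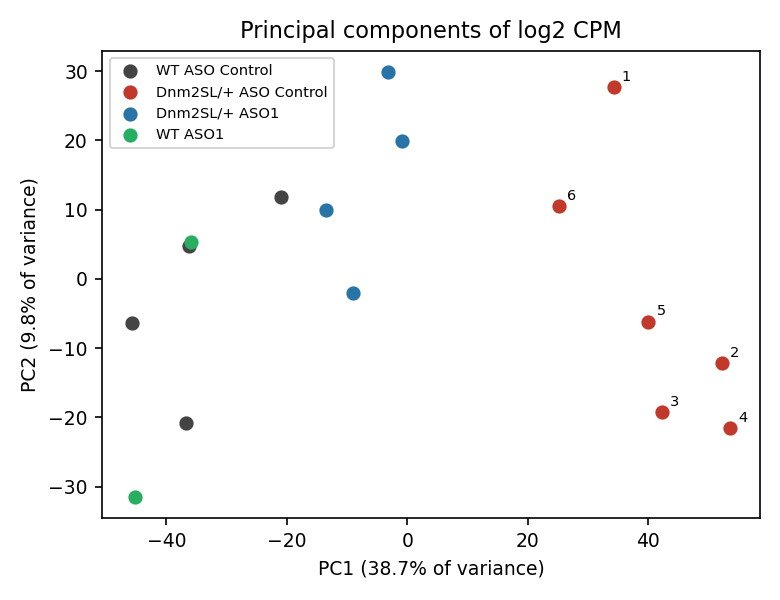
Principal components 1 and 2 of log2 CPM over the tested genes, 1 point per library, with the replicate numbers of the Dnm2SL/+ ASO Control libraries. The Dnm2SL/+ ASO1 libraries lie between -13.6 and -0.91 on component 1, between the WT ASO Control libraries and the Dnm2SL/+ ASO Control libraries.

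Dnm2 (ENSMUSG00000033335, GRCm38 chromosome 9, 21424908 to 21507759, plus strand, exons overlapped on the other strand by Tmed1) was lower in both ASO1 groups. It stood at 52.8 CPM ± 5.24 (SD, n = 4) in WT ASO Control and 54.9 ± 11.7 (SD, n = 6) in Dnm2SL/+ ASO Control. It stood at 30.6 ± 3.88 (SD, n = 4) in Dnm2SL/+ ASO1 and 24.0 ± 1.43 (SD, n = 2) in WT ASO1. In the mutant, ASO1 left 55.6% of the Dnm2 level, a log2FC of -0.85 (95% confidence interval -1.17 to -0.52, adjusted p = 0.0016, exact two-sided permutation p = 0.019). In WT the log2FC was -1.14 ± 0.20 (SE), with an unadjusted p of 4.7e-05 and an adjusted p of 0.22 in edgeR, and with adjusted p = 4.2e-04 in DESeq2. An exact permutation test of 2 against 4 libraries cannot go below 0.13, the value it gave. The fall in the mutant and in WT differed by 0.29 ± 0.24 (SE) on the log2 scale (interaction adjusted p = 0.55). The mutation itself left Dnm2 within the spread between libraries (log2FC 0.057 ± 0.14, SE, adjusted p = 0.80). Treated mutants stood below WT ASO Control (log2FC -0.79 ± 0.16, SE, adjusted p = 0.014, exact permutation p = 0.029, the smallest that 4 against 4 libraries allow), and the difference from WT ASO1 was not called (0.35 ± 0.20, SE, adjusted p = 0.34). In the library labelled Dnm2SL/+ ASO Control 6, Dnm2 stood at 35.2 CPM, inside the 26.6 to 35.2 CPM of the Dnm2SL/+ ASO1 libraries. Without it the ASO1 effect on Dnm2 in the mutant was a log2FC of -0.94 (adjusted p = 7.8e-05).

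**Figure D2:**
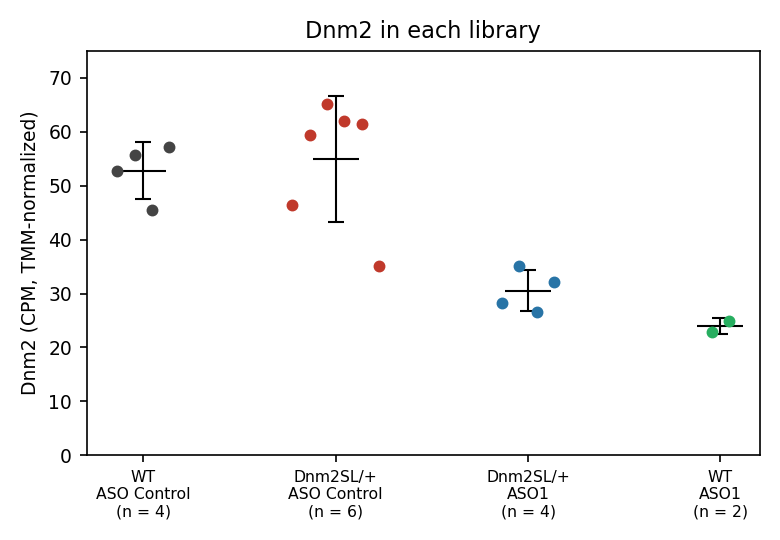
Dnm2 in CPM (TMM-normalized) in each library, 1 point per library, with the mean as a horizontal bar and the SD as error bars. All ASO1 libraries lie at or below 35.2 CPM, and the Dnm2SL/+ ASO Control libraries include 1 at 35.2 CPM.

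The genotype comparison (Dnm2SL/+ ASO Control, n = 6, against WT ASO Control, n = 4) asks what the mutation changes in muscle under the control oligonucleotide. Several of the largest rises were in genes nearly silent in WT tibialis anterior. Krt18 (ENSMUSG00000023043, chromosome 15, 102028180 to 102032027), a keratin of simple epithelia, rose 87.8-fold, from 0.234 CPM ± 0.218 (SD) to 21.5 ± 10.2. Sln (ENSMUSG00000042045, chromosome 9, 53850164 to 53854560), the sarcolipin that restrains the sarcoplasmic reticulum calcium pump, rose 41.9-fold, from 0.906 ± 0.0919 CPM to 38.2 ± 25.8. Cilp, a matrix protein of cartilage that was not silent in WT, rose 30.7-fold, from 29.0 ± 17.1 to 892 ± 349 CPM. The other large rises were Mt3 (30.4-fold), a metallothionein, Ahnak2 (24.1-fold), Fam171b (22.3-fold), the metalloproteinase inhibitor Timp1 (20.9-fold) and the protease inhibitor Serpinb1a (20.5-fold). In 1 WT library, replicate 2, Krt18 stood at 0.560 CPM against at most 0.138 in the other 3. The adjusted p of these 8 genes ran from 9.8e-08 for Serpinb1a to 1.7e-05 for Sln.

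The largest falls in the genotype comparison included a pair of polyamine enzymes. Amd1, which makes the aminopropyl donor for polyamines, had a log2FC of -2.44 (± 0.34, SE), and the spermine oxidase Smox fell by 2.40 on the log2 scale (± 0.30, SE), from 576 CPM ± 153 (SD) to 109 ± 46.1. Slc15a5, a transporter of the peptide carrier family, had a log2FC of -2.76, Nt5c1a, a nucleotidase of AMP, -2.45, and Actr3b, an actin-related protein, -2.35. Gdap1, a protein of the outer mitochondrial membrane, had -2.27, Pla2g7, the hydrolase of platelet-activating factor, -2.19, and Tiam1, an exchange factor for Rac, -2.18. Their adjusted p ran from 4.9e-06 for Pla2g7 to 3.2e-04 for Actr3b, and by the naming rule every mutant library lay below every WT library. In the library labelled Dnm2SL/+ ASO Control 6, 5 of these 8 genes stood apart and nearer to WT: Slc15a5 at 4.80 CPM (next highest of the group 1.88), Amd1 at 43.2 (17.3), Actr3b at 8.27 (3.27), Gdap1 at 10.2 (5.91) and Tiam1 at 3.43 (1.68).

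Fibre-type genes moved from fast to slow in the mutant. Of 14 tested slow fibre genes 9 rose and 0 fell (10 and 1 adjusted over the list alone), and of 17 fast fibre genes 12 fell and 2 rose (13 and 2 adjusted over the list alone). Slow troponin Tnni1 rose 13.3-fold and troponin Tnnc1 4.10-fold, while Csrp3, a Z-disc protein, rose 4.27-fold and the slow calcium pump Atp2a2 2.10-fold. Myh4 (ENSMUSG00000057003, chromosome 11, 67238029 to 67260446), the heavy chain of the fastest fibres, fell by 1.07 on the log2 scale (± 0.12, SE), and the fast proteins Mylk2, Mybpc2 and Actn3 fell by 0.93, 0.90 and 0.78. The camera test over the lists gave adjusted p = 0.0012 for the slow list, with a median log2FC of 1.01, and 2.0e-05 for the fast list, with a median of -0.43. With an estimated correlation both had adjusted p = 0.31. Tnnc1 and Atp2a2 were highest in the library labelled Dnm2SL/+ ASO Control 6, at 29.3 and 112 CPM against at most 11.7 and 84.2 in the other 5 libraries.

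Genes of immature and of denervated muscle both rose, in lists that share Ncam1, Myog and Chrng. Of 17 embryonic and regeneration genes 11 rose and 2 fell (the same counts adjusted over the list alone), and of 20 denervation and neuromuscular junction genes 10 rose and 1 fell (again the same counts). Ncam1 (ENSMUSG00000039542, chromosome 9, 49502136 to 49798925), the adhesion molecule of regenerating and denervated fibres, rose 5.93-fold, from 8.05 CPM ± 1.20 (SD) to 47.7 ± 9.30 (adjusted p = 1.0e-06). Runx1, a transcription factor of denervated muscle, rose 7.84-fold, the acetylcholine receptor subunit Chrnd 7.42-fold and Gadd45a 2.72-fold. Desmin (Des) rose 1.67-fold, cardiac troponin Tnnt2 3.38-fold and the perinatal heavy chain Myh8 1.92-fold. The 14 tested satellite cell markers included 2 that rose and 3 that fell (also adjusted over the list alone): Calcr (log2FC -4.42), the calcitonin receptor of quiescent satellite cells, Myf5 (-1.55) and Pax7 (-1.27), the last with adjusted p = 0.050 when WT ASO Control replicate 2 was left out. The camera adjusted p was 1.7e-04 for the embryonic list (median log2FC 0.94), 1.0e-04 for the denervation list (median 0.70) and 0.42 for the satellite cell list (median -0.26). The adjusted p with an estimated correlation was 0.31, 0.31 and 0.59.

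Genes of the myostatin and growth factor list changed in both directions. Camera asks for a shared direction, so it cannot decide whether such a mixed list changed. Mstn (ENSMUSG00000026100, chromosome 1, 53061640 to 53068079), the myostatin that limits muscle growth, fell by 1.90 on the log2 scale (± 0.21, SE), from 57.6 CPM ± 16.7 (SD) to 15.4 ± 4.16. Follistatin (Fst), which binds myostatin, rose 5.38-fold, and Gdf11, a close relative of myostatin, rose 4.68-fold. Of the 19 tested growth factor genes 4 rose and 5 fell (the same adjusted over the list alone), the camera adjusted p was 0.71, and the median (-0.041) and mean (0.12) log2FC differed in sign.

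Connective tissue and macrophage genes were higher in the mutant. Of 35 extracellular matrix genes 20 rose and 0 fell (24 and 0 adjusted over the list alone), among them Cilp, Timp1, the growth factor Tgfb1 (2.41-fold) and periostin, Postn (4.12-fold). All 21 macrophage markers had a positive log2FC, of which 8 rose (10 adjusted over the list alone), with Lgals3 3.45-fold, Cd68 3.52-fold, Aif1 3.91-fold and the fractalkine receptor Cx3cr1 6.40-fold higher. Of 18 lymphocyte and neutrophil markers only 8 were tested, so most of that list was not measured here. Of the 8, 4 rose (5 adjusted over the list alone), including the myeloid integrin Itgax (2.66-fold) and the antigen-presenting H2-Ab1 (2.40-fold). Of 15 markers of fibro-adipogenic progenitors 7 rose and 2 fell (9 and 2 adjusted over the list alone), with Lum at 3.14-fold. Of 18 proliferation genes 10 rose and 2 fell (15 and 2 adjusted over the list alone), with Cdk1 3.74-fold, Rrm2 2.42-fold and Mcm6 1.60-fold higher and Aurka lower (log2FC -1.11). The medians of these 5 lists, in the same order, were 0.90, 0.93, 1.18, 0.58 and 1.05, with camera adjusted p of 1.8e-09, 1.1e-04, 0.044, 0.014 and 0.0019. An estimated correlation gave adjusted p of 0.37, 0.51, 0.56, 0.56 and 0.51. The lymphocyte and neutrophil list was not called, at adjusted p of up to 0.075, without any of WT ASO Control replicates 1 and 4 and Dnm2SL/+ ASO Control replicates 1, 2 and 6, nor under upper-quartile scaling, DESeq2, voom or a replicate block (up to 0.095). WT ASO Control replicate 1 stood apart from the other WT controls: relative to the WT ASO Control mean, its mean log2 CPM was 0.787 for macrophage markers, against -0.359 to -0.197 in the other 3, and 0.841 for matrix genes, against -0.579 to -0.059. Its macrophage value was above those of Dnm2SL/+ ASO Control replicates 3, 4 and 5 (0.723, 0.775 and 0.509), its matrix value below all 6 (0.938 to 1.30).

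Markers of the other cell types were not called as lists in the planned fit. Of 16 endothelial markers 0 rose and 1 fell (Flt1, a receptor of vascular growth factor, log2FC -0.75, also called over the list alone), with a list median of -0.13. Of 13 pericyte and smooth muscle markers 2 rose and 5 fell (2 and 6 adjusted over the list alone; median -0.20), with the proteoglycan Cspg4 2.28-fold higher. Of 13 adipocyte markers 0 rose and 3 fell (0 and 2 adjusted over the list alone; median -0.21), with the carbonic anhydrase Car3 at log2FC -1.26. None of 12 Schwann cell markers (median 0.15) or 6 erythroid genes (median -0.61) passed in edgeR, and 1 of 10 tendon markers rose (median 0.39, also 1 adjusted over the list alone), the tendon factor Scx at 2.52-fold. The camera adjusted p of these 6 lists was 0.24, 0.26, 0.18, 0.52, 0.15 and 0.15. As lists, adipocyte markers were called without WT ASO Control replicate 4 (median -0.49, adjusted p = 0.046) or Dnm2SL/+ ASO Control replicate 6 (-0.83, 0.043), tendon markers without WT ASO Control replicate 1 (1.13, 0.027) and erythroid genes without Dnm2SL/+ ASO Control replicate 1 (-1.29, 0.020). Adipocyte markers were also called with a replicate block (0.026) and erythroid genes with voom (0.048).

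Energy metabolism genes were lower in the mutant. All 7 tested genes of the mitochondrial chromosome fell (7 adjusted over the list alone), with mt-Nd5 at log2FC -0.94 and mt-Nd2 at -0.68, both subunits of complex I. Of 24 glycolysis and glycogen genes 17 fell and 2 rose (18 and 2 adjusted over the list alone), including the glycogen phosphorylase Pygm (-0.89) and the glycerol phosphate dehydrogenase Gpd1 (-1.06). Of 27 genes of fatty acid oxidation and lipid use 9 fell and 0 rose (10 and 0 adjusted over the list alone), with Cpt1b (-0.70), which admits fatty acids to mitochondria, and the electron carrier Etfdh (-0.45). Nuclear genes of oxidative phosphorylation moved little: 3 of 37 for complex I fell (2 adjusted over the list alone; median log2FC -0.077), with Ndufs1 at -0.29, and 7 of 41 for complexes II to V fell and 2 rose (5 and 2 adjusted over the list alone; median -0.044), with Sdha at -0.44. The camera adjusted p was 7.9e-06 for the mitochondrial chromosome (median -0.56), 4.6e-06 for glycolysis (median -0.38), 5.0e-04 for fatty acid oxidation (median -0.26), 0.13 for complex I and 0.27 for complexes II to V. With an estimated correlation these became adjusted p of 0.31, 0.31, 0.54, 0.76 and 0.80. Complex I was called without WT ASO Control replicate 3 (adjusted p = 0.041) or Dnm2SL/+ ASO Control replicate 6 (0.034), with voom (0.023) and with a replicate block (0.017).

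Genes tied to centronuclear myopathy and to the triad, the junction of T-tubule and sarcoplasmic reticulum, changed in both directions. Of 10 tested centronuclear myopathy genes 6 fell and 1 rose (the same adjusted over the list alone): the calcium release channel Ryr1 (log2FC -0.59), the kinase Speg (-0.49) and titin, Ttn (-0.40), fell, while Bin1 (ENSMUSG00000024381, chromosome 18, 32377230 to 32435737), which bends T-tubule membranes, rose 1.38-fold. Of 31 triad genes 16 fell and 8 rose (18 and 9 adjusted over the list alone), with the sodium channel Scn4a at -0.89, the junctophilin Jph1 at -0.92 and Sln the largest rise among those named. Of 35 endocytosis and membrane curvature genes 11 rose and 4 fell (the same adjusted over the list alone), with caveolin 3 (Cav3), the caveolin of muscle fibres, 1.88-fold higher and the scaffold Itsn1 at -0.66. In the dynamin family 4 of 7 fell and 1 rose (the same adjusted over the list alone): Dnm1, the neuronal dynamin, rose 2.33-fold, and the mitochondrial fusion genes Opa1 (-0.29) and Mfn1 (-0.46) fell. The camera adjusted p was 0.020 for the myopathy list (median -0.28), 0.019 for the triad list (median -0.21 and mean 0.041, of opposite signs), 0.16 for endocytosis and 0.11 for the dynamin family. Estimating the correlation gave adjusted p of 0.51, 0.56, 0.56 and 0.43. Without the library labelled Dnm2SL/+ ASO Control 6 the myopathy and triad lists had adjusted p of 0.058 and 0.050.

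The p53 response list rose with the mutation, and the immediate early list was not called in the planned fit. Of 16 genes of the p53 and DNA damage response 8 rose and 2 fell (the same adjusted over the list alone; median log2FC 0.37, camera adjusted p = 0.026, and 0.31 with an estimated correlation). Eda2r, a receptor of the tumour necrosis factor family, rose 9.29-fold and Cdkn1a, the inhibitor of cyclin-dependent kinases, 3.30-fold. Of 23 immediate early genes 5 rose and 0 fell (the same adjusted over the list alone), with Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) 9.15-fold and Egr3 6.25-fold higher. That list's median was 0.38, with a camera adjusted p of 0.066. The immediate early list was called without WT ASO Control replicate 3 (adjusted p = 0.017) or Dnm2SL/+ ASO Control replicate 1 (0.027), and without a filter, with voom and with a replicate block (0.0097 to 0.038).

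Across all genes, edgeR called 5021 of 15649 tested genes between Dnm2SL/+ ASO Control and WT ASO Control, 2456 up and 2565 down, and 1202 of them changed by more than 1 on the log2 scale (888 up, 314 down). On simulated counts with the same group sizes, spread and library sizes this test recovered 68.7% of genes changed 1.5-fold, 92.5% at 2-fold and 98.5% at 4-fold. Camera called 18 of the 34 lists (11 up, 7 down) with its preset correlation, 21 were called by fry, and 0 by camera with an estimated correlation. P-values here measure the spread between these libraries only.

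**Figure D3:**
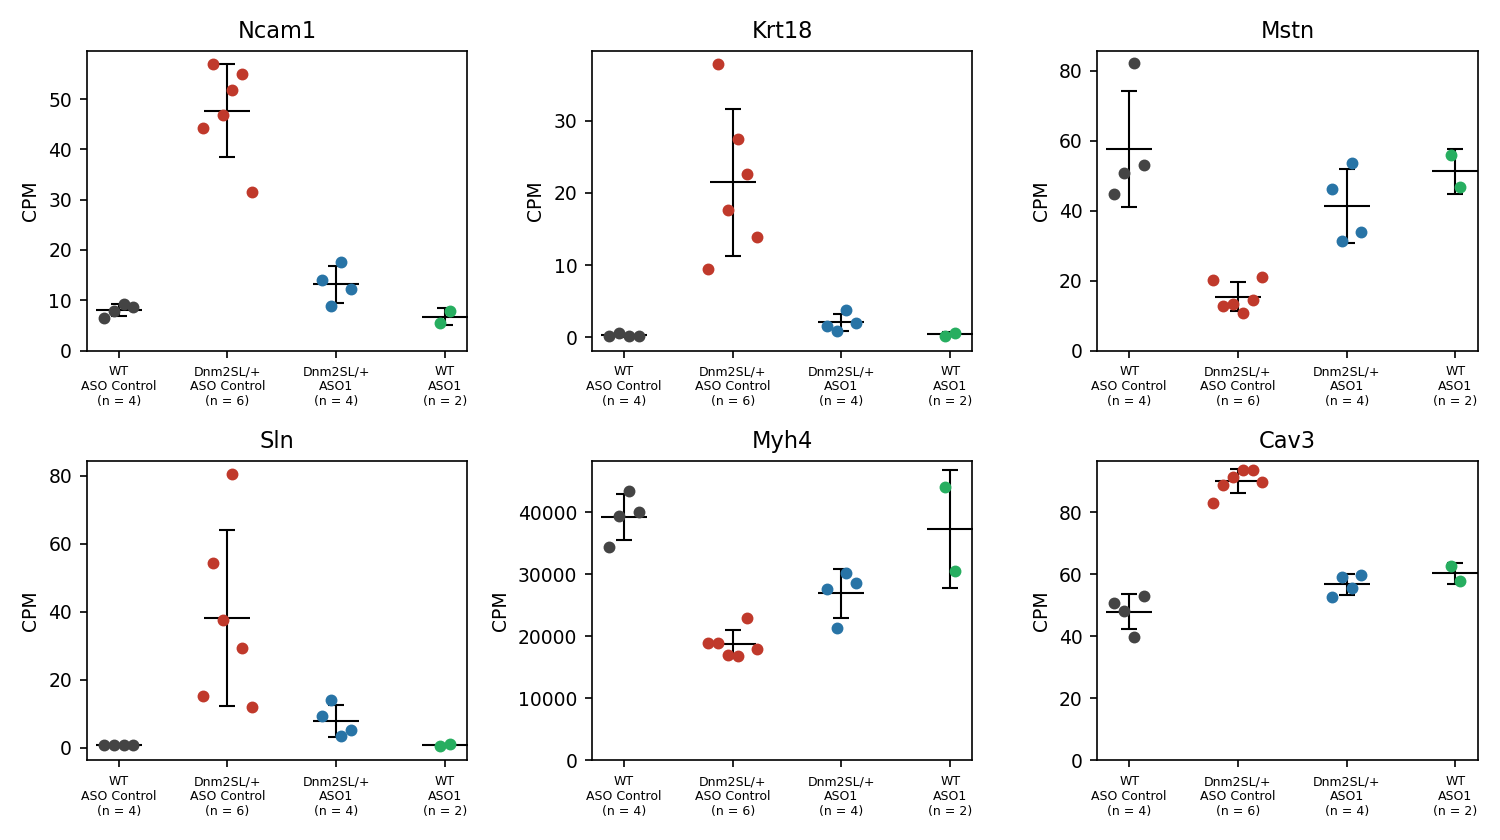
CPM (TMM-normalized) of Ncam1, Krt18, Mstn, Sln, Myh4 and Cav3 in each library, 1 point per library, with the mean as a horizontal bar and the SD as error bars. In each panel the Dnm2SL/+ ASO1 mean lies between those of Dnm2SL/+ ASO Control and WT ASO Control.

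The comparison of ASO1 with ASO Control in the mutant (n = 4 against n = 6) asks which of these genes move under ASO1. No other oligonucleotide against Dnm2 was given, so effects of less Dnm2 cannot be told from other effects of ASO1. Genes raised by the mutation led the falls. Krt18 fell by 3.40 on the log2 scale (± 0.46, SE), to 2.02 CPM ± 1.24 (SD), and the keratin Krt80 by 3.30. Egr1 fell by 3.53 (± 0.62, SE), from 84.9 ± 62.0 CPM to 7.34 ± 1.71, Eda2r by 2.82, the calcium-binding S100a4 by 2.78 and Timp1 by 2.62. Il20rb, a cytokine receptor subunit, and Ahnak2 each had a log2FC of -2.70. The adjusted p of these 8 genes ran from 6.0e-05 for Ahnak2 to 0.0017 for Egr1.

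Cardiac actin, Actc1 (ENSMUSG00000068614, chromosome 2, 114047282 to 114053548), had the largest rise under ASO1 in the mutant, 6.65-fold, from 146 CPM ± 110 (SD) to 968 ± 285. Tph1, a tryptophan hydroxylase, rose 4.71-fold, the ketone body enzyme Bdh1 3.20-fold, the potassium channel subunit Kcng4 3.18-fold and Mstn 2.67-fold, the last from 15.4 ± 4.16 to 41.3 ± 10.6 CPM. Pla2g7 rose 2.65-fold, Lrtm1 2.63-fold and Inha, an inhibin subunit, 2.45-fold. Their adjusted p ran from 2.9e-04 for Tph1 to 0.020 for Bdh1, which had 0.055 when Dnm2SL/+ ASO1 replicate 1 was left out. In the library labelled Dnm2SL/+ ASO Control 6, Actc1 stood at 359 CPM (next highest of the group 162), Tph1 at 1.95 (0.962) and Kcng4 at 62.7 (30.3). The Dnm2SL/+ ASO1 means of Actc1 (968 CPM), Tph1 (4.41) and Inha (13.0) lay above the WT ASO Control means of 428, 2.82 and 7.56. Those of Bdh1, Kcng4, Mstn, Pla2g7 and Lrtm1 lay below the WT ASO Control means.

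Genes of immature and denervated muscle fell under ASO1. Of 17 embryonic and regeneration genes 8 fell and 1 rose, Actc1 (11 and 1 adjusted over the list alone), and of 20 denervation and junction genes 10 fell and 0 rose (11 and 0 adjusted over the list alone). Ncam1 fell by 1.86 on the log2 scale to 13.2 CPM ± 3.65 (SD), the myogenic factor Myog by 2.33, Runx1 by 2.22, Des by 0.63 and the receptor subunit Chrnb1 by 0.62. The follistatin gene Fst fell by 1.86. Camera gave adjusted p = 2.3e-06 for the embryonic list (median log2FC -0.63) and 8.4e-05 for the denervation list (median -0.71), and 0.21 for each with an estimated correlation. Of 14 satellite cell markers 3 fell (3 adjusted over the list alone), including Cdh15 (-0.42), a cadherin of muscle precursors, and Chodl (-1.32). That list had a median of -0.27 and a camera adjusted p of 0.10. Growth factor genes were called in both directions, 2 up and 3 down of 19 (3 and 3 adjusted over the list alone; camera adjusted p = 0.94).

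Fast fibre genes rose with ASO1 in the mutant, and the slow list did not pass. Of 17 fast fibre genes 8 rose and 1 fell (12 and 2 adjusted over the list alone): Mybpc2 1.67-fold, parvalbumin (Pvalb) 1.43-fold, the calcium store protein Casq1 1.33-fold and Myh4 1.44-fold. Of 14 slow fibre genes 4 fell and 1 rose (the same adjusted over the list alone): Tnni1 fell by 1.82 on the log2 scale and Csrp3 by 1.17, while the slow light chain Myl3 rose 3.37-fold. Camera gave adjusted p = 1.0e-05 for the fast list (median 0.29; 0.21 with an estimated correlation) and 0.24 for the slow list (median -0.33). The Myl3 call ended (adjusted p = 0.080) without Dnm2SL/+ ASO1 replicate 1. That of Atp2a2 (log2FC -0.52, adjusted p = 0.030) ended, at up to 0.10, without any of Dnm2SL/+ ASO Control replicates 2 and 4 and Dnm2SL/+ ASO1 replicates 1, 2 and 4, and with only the groups compared (0.065) or a replicate block (0.11).

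Many genes of energy metabolism rose with ASO1 in the mutant. Of 27 genes of fatty acid oxidation and lipid use 18 rose and 0 fell (23 and 0 adjusted over the list alone), with Etfdh 1.46-fold, the isomerase Eci1 1.51-fold and Cpt1b 1.44-fold. All 37 complex I genes had a positive log2FC, of which 12 rose (15 adjusted over the list alone), with Ndufs1 1.29-fold and Ndufa10 1.25-fold. Of 41 genes of complexes II to V 14 rose and 0 fell (24 and 0 adjusted over the list alone), with Sdha 1.37-fold and Uqcrc2 1.25-fold. All 7 mitochondrially encoded genes rose (7 adjusted over the list alone), with mt-Nd5 1.59-fold and mt-Co1 1.43-fold. Of 24 glycolysis and glycogen genes 12 rose and 0 fell (16 and 1 adjusted over the list alone), with Gpd1 1.69-fold, Pygm 1.40-fold and the gluconeogenic Fbp2 1.98-fold. The medians of these 5 lists were 0.44, 0.21, 0.22, 0.43 and 0.25, with camera adjusted p of 6.8e-11, 1.2e-09, 1.2e-09, 4.9e-07 and 7.3e-07. An estimated correlation gave adjusted p of 0.21, 0.26, 0.26, 0.21 and 0.21. Complex I and complexes II to V also stood higher under ASO1 in WT (medians 0.19 and 0.15), and neither was called for genotype in the planned fit. Their interaction medians were 0.033 and 0.022, with camera adjusted p of 0.60 and 0.31, so their rise was not shown to depend on the mutation.

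Matrix genes fell and endothelial genes rose. Of 35 matrix genes 10 fell and 0 rose (20 and 0 adjusted over the list alone), with Cilp falling by 2.61 on the log2 scale, Postn by 1.52 and biglycan, Bgn, by 0.98. Of 21 macrophage markers 2 fell and 0 rose (1 and 0 adjusted over the list alone), Lgals3 (log2FC -0.999) and Cd68 (-1.08, adjusted p = 0.042). The Cd68 call ended, at up to 0.12, without any of Dnm2SL/+ ASO Control replicates 1, 2, 3, 4 and 6 and Dnm2SL/+ ASO1 replicates 1 and 2. With a replicate block Lgals3 and Cd68 had adjusted p of 0.072 and 0.11. Relative to the WT ASO Control mean, mean log2 CPM of macrophage markers was 0.222 and 0.029 in Dnm2SL/+ ASO1 replicates 1 and 2. In replicates 3 and 4 it was 1.15 and 1.11, within the 0.509 to 1.53 of the Dnm2SL/+ ASO Control libraries. Of 16 endothelial markers, all with a positive log2FC, 7 rose (9 adjusted over the list alone), with the receptors Tie1 1.47-fold and Flt1 1.57-fold and the cadherin Cdh5 1.52-fold. Relative to the WT ASO Control mean, their mean log2 CPM was 0.551 and 0.614 in Dnm2SL/+ ASO1 replicates 2 and 4. It was 0.227 and 0.065 in replicates 1 and 3, against -0.250 to 0.061 in the Dnm2SL/+ ASO Control libraries. Progenitor markers included 3 falls among 15 (3 adjusted over the list alone). The camera adjusted p was 6.8e-11 for matrix (median -0.73), 0.027 for macrophages (-0.38), 1.0e-05 for endothelium (0.43) and 0.0042 for progenitors (-0.47). These were 0.21, 0.63, 0.21 and 0.37 with an estimated correlation. The macrophage list was not called (adjusted p up to 0.19) without any of Dnm2SL/+ ASO Control replicates 1 and 6 and Dnm2SL/+ ASO1 replicates 1 and 2, with medians of -0.25 to -0.23, nor under a filter of over 1 CPM in 4 libraries, DESeq2 or voom (0.064, 0.079 and 0.20, with a median of -0.17 under voom). The lymphocyte and neutrophil list (0 of 8 called, median -0.59) had a camera adjusted p of 0.086, proliferation (0 rose and 3 fell of 18, 1 and 4 adjusted over the list alone, median -0.33) 0.063, adipocytes (1 of 13 rose) 0.40, pericytes (2 rose and 1 fell of 13) 0.37, Schwann cells (0 of 12) 0.98 and erythroid genes (0 of 6) 0.12. Leaving out 1 library brought calls for lymphocytes and neutrophils (Dnm2SL/+ ASO Control replicates 3 and 5 and Dnm2SL/+ ASO1 replicate 4, adjusted p of 0.020 to 0.044), proliferation (Dnm2SL/+ ASO Control replicates 3, 4 and 5 and Dnm2SL/+ ASO1 replicates 1 and 4, 0.0028 to 0.049) and erythroid genes (Dnm2SL/+ ASO Control replicate 1 and Dnm2SL/+ ASO1 replicate 1, 0.011 and 0.014).

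Membrane genes changed in both directions under ASO1, and the p53 and immediate early lists fell. Of 35 endocytosis and curvature genes 8 fell and 3 rose (11 and 5 adjusted over the list alone), with Cav3 falling by 0.66 on the log2 scale, to 56.8 CPM ± 3.39 (SD), and its partner Cavin4 by 0.98. Bin1 fell by 0.42 and Speg rose 1.21-fold, the myopathy list holding 2 falls and 1 rise among 10 (the same adjusted over the list alone). Of 31 triad genes 11 rose and 7 fell (15 and 9 adjusted over the list alone), with Jph1 rising 1.42-fold and dysferlin, Dysf, the membrane repair protein, falling by 0.61. In the dynamin family of 7, Mfn1 (1.29-fold) and Opa1 (1.17-fold) rose, and Dnm2 and Dnm1 (-0.84) fell (4 rises and 2 falls adjusted over the list alone). Of 16 p53 response genes 7 fell and 2 rose (8 and 3 adjusted over the list alone), with Cdkn1a at -1.35, and of 23 immediate early genes 7 fell and 0 rose (9 and 0 adjusted over the list alone), with Egr3 at -2.44. Camera gave adjusted p = 0.13 for endocytosis, 0.85 for the myopathy list, 0.11 for the triad list, 0.30 for the dynamin family, 0.027 for p53 and 4.3e-04 for immediate early genes. An estimated correlation gave 0.21 for p53 and 0.34 for immediate early genes as adjusted p. The p53 list had a median of -0.30, and of -0.19 with adjusted p = 0.052 without Dnm2SL/+ ASO1 replicate 4. The immediate early median was -0.62, and -0.41 without Dnm2SL/+ ASO1 replicate 1. Median and mean log2FC had opposite signs for the triad (0.19 and -0.022), dynamin (0.15 and -0.070) and myopathy lists (0.069 and -0.044), and the growth factor list, which camera did not call, had the direction Up there against a negative median (-0.037) and mean (-0.053).

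For ASO1 in the mutant edgeR called 2351 genes, 1089 up and 1262 down, and 493 of them changed by more than 1 on the log2 scale (96 up, 397 down). On simulated counts with these group sizes 55.2% of genes changed 1.5-fold, 85.1% at 2-fold and 98.5% at 4-fold were recovered. Camera called 18 lists (8 up, 10 down) with its preset correlation, fry 18, and camera 0 with an estimated correlation. Without the library labelled Dnm2SL/+ ASO Control 6 the count was 2648.

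**Figure D4:**
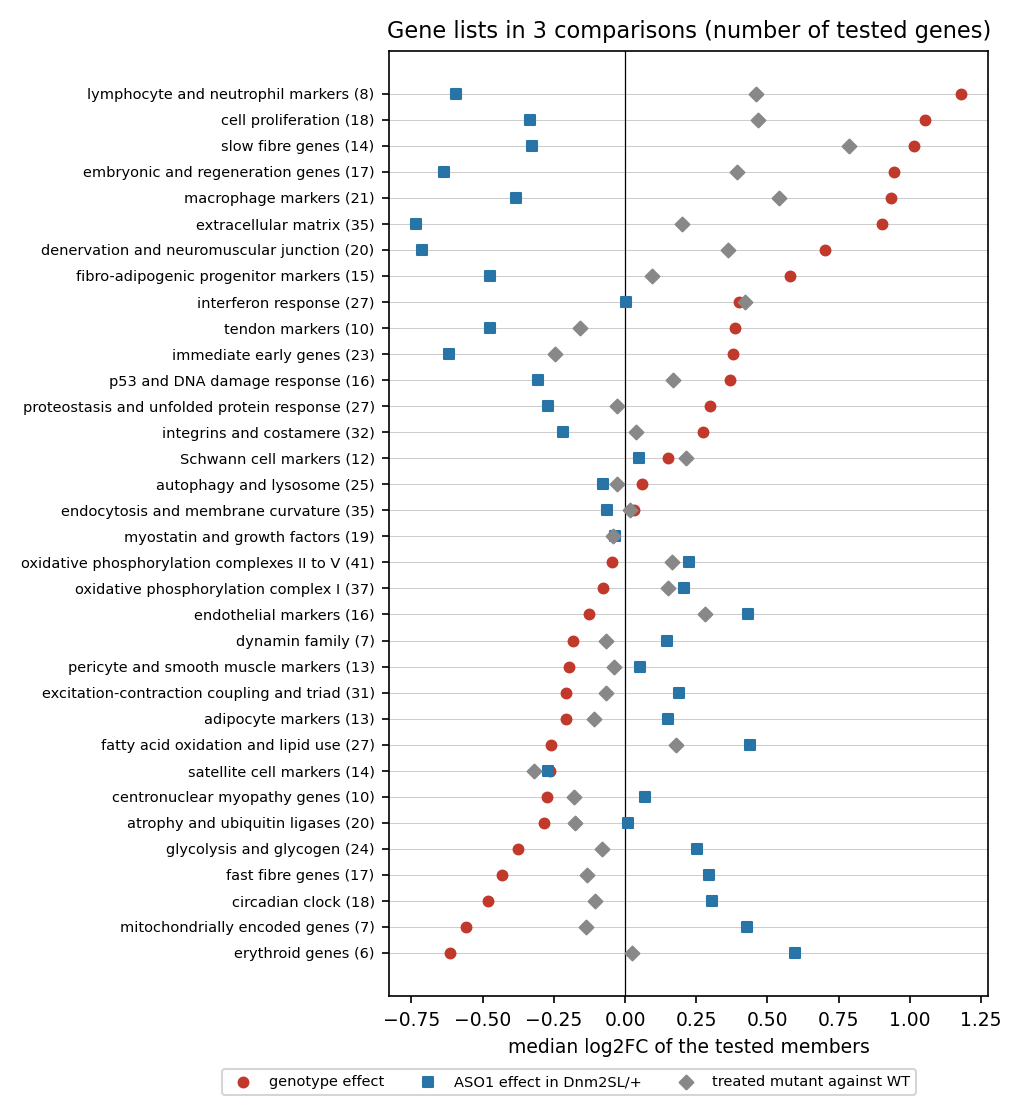
Median log2FC of the tested members of each of the 34 gene lists in the genotype comparison (circles), the ASO1 comparison in the mutant (squares) and treated mutants against WT (diamonds), with the number of tested members in brackets. For extracellular matrix the 3 medians are 0.90, -0.73 and 0.20.

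Set against each other, the genotype and ASO1 effects ran in opposite directions at most genes. Of the 5021 genotype genes, 4741 (94.4%) had an ASO1 effect of the opposite sign, and 1885 (37.5%) were also called for ASO1 in the opposite direction. These were 1080 genes raised by the mutation and lowered by ASO1 and 805 genes lowered by the mutation and raised by ASO1. Only 2 genes were called in the same direction. The median genotype gene had 54.6% of its change reversed, 59.8% among raised genes and 48.1% among lowered genes. Both effects use the same Dnm2SL/+ ASO Control libraries, which by itself can give opposite signs. In 100 simulations of unchanged groups, 73.4% (71.6% to 74.8%) of the 5021 genes with the smallest genotype p had opposite signs. Those genes ranked first by spread alone, so 73.4% is not the chance level for the called genes. The Dnm2SL/+ ASO Control libraries were also split into groups of 3, so that the effects shared none. Then 91.3% of the genotype genes on average (85.1% to 95.5% over 20 fits) had opposite signs, and 40.97% to 61.05% of the change was reversed. Across all genes, which are not independent replicates, the covariance of the effects was -0.287, against -0.0281 in the simulations.

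**Figure D5:**
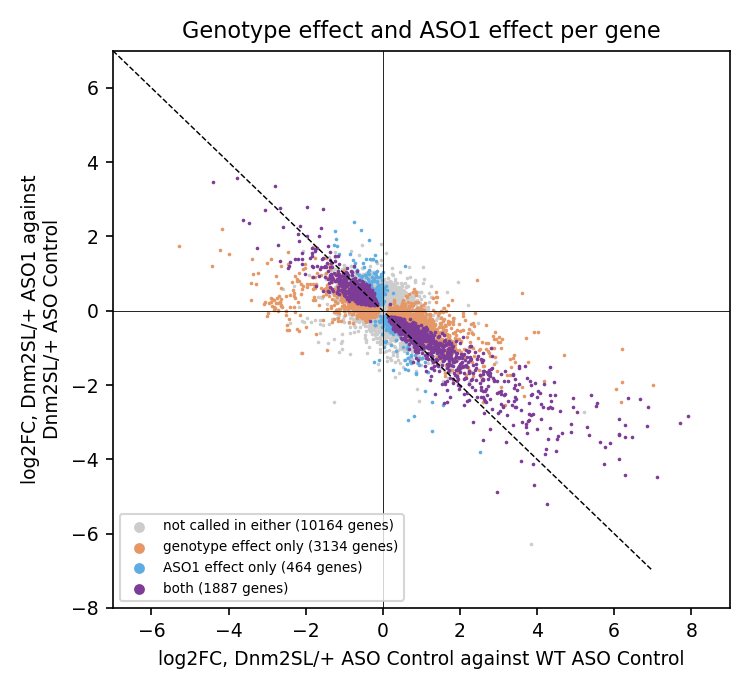
Each point is 1 of 15649 tested genes, with the genotype log2FC on the horizontal axis and the ASO1 log2FC in the mutant on the vertical axis, coloured by which test called it. The dashed line marks full reversal, and 1887 genes were called in both comparisons.

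Treated mutants against WT ASO Control (n = 4 each) shows how Dnm2SL/+ ASO1 muscle differed from WT muscle under the control oligonucleotide. The groups differ in genotype and in oligonucleotide, so a lasting effect of the mutation cannot be told from an effect of ASO1 here. Many of the genes most raised by the mutation remained higher. Sln was 8.73-fold above WT, at 7.97 CPM ± 4.70 (SD), Krt18 8.29-fold, Mt3 6.01-fold, Cilp 5.04-fold and Fam171b 4.66-fold. Shisal1 was 7.89-fold, the ubiquitin hydrolase Uchl1 4.66-fold and the katanin-like Katnal2 (ENSMUSG00000025420, chromosome 18, 76977148 to 77047308) 4.42-fold higher. Slc15a5 (log2FC -1.83), the scavenger receptor Stab2 (-1.52), Car3 (-1.49), Chodl (-1.43), the kinase Hipk2 (-1.42), Tiam1 (-1.37), Tmem100 (-1.37) and Xylt1 (-1.22), an enzyme of proteoglycan synthesis, were lower. The adjusted p of these 16 genes ran from 0.0046 for Stab2 to 0.028 for Tiam1. The calls of Sln, Krt18, Fam171b, Slc15a5, Chodl and Tiam1 ended without 1 or more of WT ASO Control replicates 2, 3 and 4 and Dnm2SL/+ ASO1 replicates 1, 2 and 4, with adjusted p of at most 0.087, reached by Tiam1. With only the groups compared the calls of Mt3, Fam171b, Chodl, Tiam1 and Tmem100 ended (adjusted p of up to 0.059), with voom those of Sln, Krt18, Mt3 and Fam171b (up to 0.20), and with a replicate block that of Mt3.

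Satellite cell markers were lower in treated mutants than in WT, and slow fibre genes were higher as a list. Of 14 satellite cell markers 3 fell and 0 rose (6 and 0 adjusted over the list alone): Calcr (log2FC -3.22), Myf5 (-1.80) and Chodl, of which Chodl had fallen with ASO1 and not with the mutation, with a list median of -0.32 and a camera adjusted p of 0.011. The slow fibre list had a median of 0.79 (camera adjusted p = 5.5e-05), with 1 of 14 genes called, Tnni1 (3.76-fold), and 7 adjusted over the list alone. The fast list had a median of -0.13 (camera adjusted p = 0.015), with 2 of 17 fallen, Mylk2 (-0.57) and Myh4 (-0.55), and 3 fallen and 1 risen adjusted over the list alone. Ryr1 (-0.55) and Scn4a (-0.53) were also lower. An estimated correlation gave adjusted p of 0.28 for satellite cells, 0.49 for slow and 0.64 for fast fibres. The satellite list was not called with a filter of over 1 CPM in 4 libraries (0.082), nor the fast list without the 20 most counted genes (0.050). The calls of Mylk2 and Myh4 ended with only the groups compared (adjusted p of 0.052 and 0.068), and that of Myh4 with a replicate block (0.052). The calls of Tnni1, Mylk2 and Myh4 ended, at adjusted p of up to 0.057, 0.059 and 0.11, without 1 or more of WT ASO Control replicates 2, 3 and 4 and Dnm2SL/+ ASO1 replicates 1, 2 and 4.

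Nuclear genes of oxidative phosphorylation stood slightly above WT as lists in treated mutants, with 0 members called over all genes or over the list alone in edgeR. Complex I had a median log2FC of 0.15 with 34 of 37 genes positive (camera adjusted p = 9.3e-06), and complexes II to V 0.16 with 40 of 41 positive (2.0e-07). ASO1 in WT gave these lists medians of 0.19 and 0.15. Dnm2SL/+ ASO1 against WT ASO1 (n = 2) gave -0.025 and -0.012, with camera adjusted p of 0.38 and 0.91. Macrophage markers had a median of 0.54 (camera adjusted p = 5.8e-04) with 2 of 21 risen (2 adjusted over the list alone), Trem2 (3.35-fold) and Aif1 (3.04-fold). Their mean log2 CPM, relative to the WT ASO Control mean, was 1.15 and 1.11 in Dnm2SL/+ ASO1 replicates 3 and 4. It was 0.222 and 0.029 in replicates 1 and 2, below the 0.787 of WT ASO Control replicate 1. Interferon genes had a median of 0.42 with 0 of 27 called (6.4e-04), and endothelial markers 0.28 with 1 of 16 risen (3 adjusted over the list alone), the tight junction gene Cldn5 at 3.44-fold (0.0030). An estimated correlation gave adjusted p = 0.64 for each of these 5 lists. Fatty acid oxidation (median 0.18, camera adjusted p = 0.012), matrix (0.20, 0.021), proliferation (0.47, 0.0080) and denervation genes (0.36, 0.031) also stood above WT as lists. Centronuclear myopathy (-0.18, 5.0e-04), glycolysis (-0.080, 0.026), triad (-0.067, with a mean of 0.019, 0.034) and mitochondrially encoded genes (-0.14, 0.036) stood below it. These 8 lists had adjusted p from 0.64 to 0.77 with an estimated correlation. Of the 8, only the proliferation and myopathy lists were called whichever library was left out. The matrix list was not called without any of WT ASO Control replicates 2, 3 and 4 and Dnm2SL/+ ASO1 replicates 3 and 4 (adjusted p up to 0.37), with medians as low as 0.0426, and its median was 0.59 without WT ASO Control replicate 1 and 0.35 and 0.33 without Dnm2SL/+ ASO1 replicates 1 and 2. The denervation list was not called without WT ASO Control replicates 1 or 2 or Dnm2SL/+ ASO1 replicate 3 (up to 0.15), fatty acid oxidation without WT ASO Control replicate 1 or Dnm2SL/+ ASO1 replicate 2 (up to 0.076, median 0.10), and glycolysis without WT ASO Control replicates 3 or 4 or Dnm2SL/+ ASO1 replicate 2 (up to 0.16, median -0.0483 without WT ASO Control replicate 4). The triad list was not called without WT ASO Control replicates 2 or 3 or Dnm2SL/+ ASO1 replicate 4 (up to 0.097, medians from -0.050 to -0.019), and mitochondrially encoded genes without WT ASO Control replicates 2 or 4 or Dnm2SL/+ ASO1 replicates 3 or 4 (up to 0.19, median -0.079 without Dnm2SL/+ ASO1 replicate 4). With a filter of over 1 CPM in 4 libraries the proliferation, triad, glycolysis and mitochondrially encoded lists were not called either (0.056 to 0.082). The same held for the matrix and triad lists with only the groups compared (0.057 and 0.067), the triad list under upper-quartile scaling (0.058, median -0.036), and the triad and glycolysis lists without the 20 most counted genes (0.050). The macrophage median was 0.95 without WT ASO Control replicate 1 and the endothelial one 0.17 without Dnm2SL/+ ASO1 replicate 2. With only the groups compared Trem2, Aif1 and Cldn5 had adjusted p of 0.068, 0.11 and 0.076, with a replicate block Aif1 and Cldn5 had 0.081 and 0.072, and without a filter Aif1 had 0.071. The calls of Trem2, Aif1 and Cldn5 ended, at adjusted p of up to 0.058, 0.13 and 0.087, without 1 or more of WT ASO Control replicates 2, 3 and 4 and Dnm2SL/+ ASO1 replicates 1, 2 and 4.

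Of 15649 genes, edgeR called 707 in treated mutants against WT, 260 up and 447 down. Of the 5021 genotype genes, 645 (12.8%) were called in the same direction, 233 up and 412 down, and 0 in the opposite one. Both comparisons use the same 4 WT ASO Control libraries, which by itself gives calls in the same direction, and how many was not measured. A further 62 genes were called here and not for genotype. The test recovered 56.7% of simulated genes changed 1.5-fold, 91.0% at 2-fold and 97.0% at 4-fold. The count fell to 225 without WT ASO Control replicate 3, 241 without replicate 4, 194 without Dnm2SL/+ ASO1 replicate 2 and 189 without replicate 4. Camera called 16 lists (10 up, 6 down), fry 1, and camera 0 with an estimated correlation.

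ASO1 in WT muscle (n = 2 against n = 4) asks what ASO1 does without the mutation. No gene passed in edgeR, with a smallest adjusted p of 0.22, although Dnm2 stood at 45.4% of the WT ASO Control level. At an unadjusted p under 0.05 there were 1605 genes, DESeq2 called 97 and limma voom 0. On simulated counts with these group sizes edgeR recovered 35.8% of genes changed 1.5-fold, 68.7% at 2-fold and 98.5% at 4-fold. These rates hold for 200 changed genes with a mean log2 CPM of at least 1. Recovery with fewer changed genes or at lower levels was not measured. As lists, complex I (median log2FC 0.19, 37 of 37 genes positive, camera adjusted p = 2.4e-10), complexes II to V (0.15, 40 of 41 positive, 1.7e-08) and fast fibre genes (0.22, 1.3e-05) stood higher. Fibro-adipogenic progenitor markers (-0.67, 1.4e-04), integrin and costamere genes (-0.17, 0.0072), erythroid genes (-0.97, 0.024), the dynamin family (-0.087, 0.024) and centronuclear myopathy genes (-0.12, 0.022) stood lower. No list was called with an estimated correlation (adjusted p of 0.86 for 7 of these 8 and 0.94 for erythroid genes) or by fry. Of these 8 lists 5 were not called when 1 of the WT ASO1 libraries was left out, with the lone library taken to vary like the other groups. Complex I (0.13 and 0.27), complexes II to V (0.15 and 0.20) and integrin genes (-0.17 and -0.13) were called without replicate 1 and without replicate 2. Without replicate 1 the fast fibre median was 0.036 (adjusted p = 0.29), that of progenitor markers -0.22 (0.47) and that of the dynamin family -0.044 (0.46), against 0.40, -1.15 and -0.16 without replicate 2. Without replicate 2 the myopathy list had a median of -0.060 (0.26), against -0.18 without replicate 1, and erythroid genes were not called without either (0.14 and 0.062) or without WT ASO Control replicate 2 (0.070), nor with a replicate block (0.080). The progenitor median was -0.40 without WT ASO Control replicate 1, and that of the dynamin family -0.0427 and -0.0181 without WT ASO Control replicates 2 and 3. Without WT ASO1 replicate 2, 9 genes were called, and 0 without replicate 1.

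Under ASO1, Dnm2SL/+ muscle (n = 4) still differed from WT muscle (n = 2). Katnal2 was 11.9-fold, Sln 11.1-fold and Cilp 11.0-fold higher, and Tmem100 (log2FC -2.10), Car3 (-2.09) and Fam83d (-2.01) were lower. Of 14 slow fibre genes, all with a positive log2FC, 2 rose, Csrp3 (4.47-fold) and Tnni1 (6.08-fold), and 11 adjusted over the list alone (median 1.02, camera adjusted p = 6.1e-06, and 0.28 with an estimated correlation). Of 17 fast fibre genes 7 fell (12 fell and 1 rose adjusted over the list alone), with the troponin Tnnc2 at -0.56 and tropomyosin Tpm1 at -0.67 (median -0.37, camera adjusted p = 4.0e-07, and 0.35 with an estimated correlation). Satellite cell markers Calcr (-2.97) and Myf5 (-1.62) were lower (2 of 14 fallen, 5 adjusted over the list alone, camera adjusted p = 0.0074, 0.23 with an estimated correlation and 0.078 with a filter of over 1 CPM in 4 libraries), and the macrophage receptor Trem2 was 4.67-fold higher. In all, edgeR called 549 genes, 160 up and 389 down, and recovered 28.4%, 74.6% and 100% of simulated genes changed 1.5-fold, 2-fold and 4-fold. The comparison rests on few libraries. When 1 WT ASO1 library is left out, the other is taken to vary like the other groups: 0 genes were called without replicate 1, which ended all calls of genes named here, and 620 without replicate 2. The slow median was 0.62 and 2.31, and the fast median -0.18 and -0.56, without replicates 1 and 2. Of the genes named, Sln, Fam83d, Tnni1, Tpm1, Calcr, Myf5 and Trem2 also lost their calls without 1 or more of the Dnm2SL/+ ASO1 libraries (adjusted p of up to 0.084), and Sln, Calcr, Myf5 and Trem2 without WT ASO1 replicate 2 (up to 0.15). With only the groups compared Katnal2 and Cilp alone kept theirs. Those of Sln, Fam83d, Tnni1, Myf5 and Trem2 ended with voom, and with a replicate block these 5 and Csrp3, Tpm1 and Calcr. The count was 165 without Dnm2SL/+ ASO1 replicate 2 and 87 without replicate 4.

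The interaction asks whether the ASO1 effect differed between mutant and WT. It did for 442 genes in edgeR, 138 with a higher and 304 with a lower effect in the mutant. The effect was lower in the mutant for Krt80 (log2 difference -2.99 ± 0.67, SE), Serpinb1a (-2.58), the chemokine Cx3cl1 (-2.57), Runx1 (-2.37), Ncam1 (-1.60), Cav3 (-0.996), Des (-0.81) and Bin1 (-0.64). It was higher for Mstn (1.59 ± 0.36, SE), the adenylate cyclase Adcy1 (1.40), Abhd18 (1.20), Cpt1b (1.07), mt-Nd5 (0.85) and Speg (0.49). Adjusted p ran from 0.0018 for Cav3 to 0.040 for Abhd18. As lists, fatty acid oxidation (median 0.52, camera adjusted p = 2.4e-08, 1 of 27 called and 10 adjusted over the list alone) and mitochondrially encoded genes (0.44, 3.5e-05, 1 of 7 and 5) had a higher effect in the mutant, and embryonic genes a lower one (-0.73, 9.5e-04, 4 of 17 lower, and 7 lower and 1 higher adjusted over the list alone). With an estimated correlation each had adjusted p = 0.45. Without WT ASO1 replicates 1 and 2 in turn these medians were 0.28 and 0.82 for fatty acid oxidation, 0.33 and 0.65 for mitochondrially encoded genes and -0.43 and -0.59 for embryonic genes, and each list was still called. Camera called 15 lists for the interaction (6 up, 9 down), fry 4, and camera 0 with an estimated correlation. Those not detailed here include extracellular matrix (median -0.34, camera adjusted p = 8.0e-04, and 0.59 with an estimated correlation). Recovery on simulated counts was 23.9% at 1.5-fold, 67.2% at 2-fold and 97.0% at 4-fold.

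The interaction count hung on single libraries: it was 30 without WT ASO1 replicate 1 and 393 without WT ASO1 replicate 2, each time with the lone library taken to vary like the other groups. It was 175 without WT ASO Control replicate 3, 256 without WT ASO Control replicate 4, 706 without Dnm2SL/+ ASO Control replicate 1 and between 255 and 292 without any of Dnm2SL/+ ASO Control replicates 2 to 5 or Dnm2SL/+ ASO1 replicates 1 and 2. Of the genes named, Serpinb1a, Cav3 and Des were called whichever library was left out, and the calls of the others ended without WT ASO1 replicate 1 or, for some, another library, at adjusted p of up to 0.27, reached by Krt80. With voom the calls of Krt80, Cx3cl1 and Runx1 ended (up to 0.15), and with a replicate block those 3 and Adcy1, Abhd18 and Speg (up to 0.083).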

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

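Of 414 groups of libraries behind the genes named, 24 held a library far from the rest, where chance gives 20.7, and 12 of the 24 were the library labelled Dnm2SL/+ ASO Control 6. Values give the gap to the nearest library as a fraction of the group's range. In that library they were 0.75 for Slc15a5, 0.808 for Amd1, 0.757 for Actr3b, 0.712 for Gdap1, 0.803 for Tiam1, 0.628 for Atp2a2, 0.839 for Tnnc1, 0.655 for Aurka, 0.787 for Lum, 0.672 for Actc1, 0.717 for Tph1 and 0.639 for Kcng4. In the other Dnm2SL/+ ASO Control libraries they were 0.652 for Myh4 in replicate 5 and 0.702 for Psat1 in replicate 1. In WT ASO Control they were 0.939 for Krt18 and 0.99 for Gdap1 in replicate 2, and 0.839 for Postn, 0.873 for Itsn1, 0.911 for Mt2 and 0.887 for H2-Ab1 in replicate 1. In Dnm2SL/+ ASO1 they were 0.85 for Ahnak2, 0.933 for Psat1 and 0.831 for Egr3 in replicate 3, and 0.846 for Csrp3 in replicate 1.

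The ASO1 effect differed between genotypes by the interaction test for 442 of 15649 genes (2.82%), and for 25 of 71 named genes looked at. The 71 had been named for ASO1 in the mutant or for the interaction itself, so their larger share is partly set by that choice. The effect in Dnm2SL/+ minus that in WT, on the log2 scale, was -2.582 for Serpinb1a, -2.071 for Ahnak2, -2.985 for Krt80, -2.567 for Cx3cl1, -2.441 for Eda2r, -2.397 for Myog, -2.369 for Runx1, -2.182 for Il20rb, -1.994 for Postn and -1.848 for Cdkn1a. It was -1.604 for Ncam1, -1.023 for Cavin4, -0.9961 for Cav3, -0.8067 for Des, -0.7826 for Chrnb1, -0.644 for Bin1, -0.6175 for Dysf and -0.5883 for Xbp1. It was 1.587 for Mstn, 1.398 for Adcy1, 1.202 for Abhd18, 1.072 for Cpt1b, 0.8457 for mt-Nd5, 0.4852 for Speg and 0.3151 for Opa1.

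The tests of a mislabelled library, slow-fibre muscle, a lower share of muscle fibre RNA and genotype changes too small to be called were chosen only after the result was seen. Other splits of the libraries made a chance division unlikely for each main comparison, without excluding it. With the groups compared fitted alone, the genotype labels gave 5015 genes and the highest of the other splits 1386, so the real split was 1 of 100 that reached its count. The ASO1 labels in Dnm2SL/+ gave 2163 against at most 48 (1 of 100), and treated mutants against WT gave 215 against at most 1 (1 of 35). For genotype and for ASO1 in Dnm2SL/+, 100 of the 210 possible splits were fitted. For treated mutants against WT no share below 1 of 35 was possible.

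The library labelled Dnm2SL/+ ASO Control 6 had Dnm2 within the range of the ASO1 libraries. On an axis from the mean of the Dnm2SL/+ ASO1 libraries (0) to that of the other Dnm2SL/+ ASO Control libraries (1) it lay at 0.571, above the 0.043 to 0.324 of the ASO1 libraries and below the 0.650 to 1.23 of the other controls, which argues against a mislabelled ASO1 library. Its mean log2 CPM of slow fibre genes was 1.72 above the mean of the WT ASO Control libraries, which was 0.671 above the highest of the other 5 controls (SD 0.139). Slow-fibre muscle in the sample therefore remains open, and a mutant with a milder change was not tested.

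Matrix, macrophage and proliferation genes rose with the genotype. If muscle fibre RNA had only taken a smaller share, markers of all other cell types would rise alike. The macrophage median exceeded the endothelial one by 1.06 on the log2 scale. The bootstrap SDs of 0.112 and 0.0392 resampled member genes, not libraries, and leave out the spread between mice. Mean log2 CPM of endothelial markers, relative to the WT ASO Control mean, was -0.250 to 0.061 in Dnm2SL/+ ASO Control libraries. In WT ASO Control libraries it was -0.204 to 0.154. Endothelial markers thus did not rise, which argues against that explanation. A scaling factor moves all genes alike, so scaling set by a few abundant genes would move the 74 members no more than all genes. In the main fit their median exceeded that of all genes by 0.918 (bootstrap SE over genes 0.0567). A scaling factor cannot give such an excess, which argues against this explanation too. Under every other scaling the excess was at least 0.918, with SEs of up to 0.0581. Those fits add no support, because another scaling leaves the excess nearly unchanged whatever its cause. These counts cannot tell more cells from more RNA per cell.

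ASO1 changed 464 genes that were not called for genotype. In WT, 59.05% of them moved the same way under ASO1, but 5 of the 15 choices of 2 WT libraries gave at least as large a share, so an effect that does not need the mutation cannot be told apart from chance. With the Dnm2SL/+ ASO Control libraries split so that the effects shared none, 89.9% of the 464 had opposite signs on average (78.7% to 95.5% over 20 splits). Since these genes were chosen with all 6 controls, a like choice was made on simulated unchanged groups, by rank of p and not by call. It gave 57.6% to 63.9%. Genes picked with only the controls of the ASO1 effect, and not called for genotype with all 6, gave 61.1% to 91.9%. Genotype changes too small to be called could thus explain part of the 464, and how many was not measured.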

How the results depend on the processing

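Directions held under nearly all alternatives. For named genes 1856 of the values kept their side of the threshold under other settings, 63 lost the call and 2 gained it. With 1 library left out 1968 kept it and 156 lost it. For lists the counts were 1721 kept, 32 lost, 46 gained and 31 moved in size, and with 1 library left out 1672, 67, 64 and 98, with 3 turned. An absolute log2FC above 1 left 1202 genes for genotype, 493 for ASO1 in Dnm2SL/+, 120 for treated mutants against WT, 116 for genotype under ASO1 and 124 for the interaction, fewer by construction. With DESeq2 the counts were 1281 for treated mutants against WT, 97 for ASO1 in WT, 1169 for genotype under ASO1 and 1072 for the interaction, and Dnm2 in WT had a log2FC of -1.13 and passed. Without a filter genotype under ASO1 gave 302 and the interaction 274, and voom gave 244 for genotype under ASO1. With only the groups compared treated mutants against WT gave 215 and genotype under ASO1 4, with fewer libraries to estimate the spread. Same-numbered libraries did not pair, since 4 of 18 pairs correlated above 0.1 (-0.249 to 0.435), and a replicate block gave 446 for treated mutants against WT, 123 for genotype under ASO1, 115 for the interaction and 96.1% of genotype genes with opposite signs. With 1 library left out the ranges were 189 to 975 for treated mutants against WT, 0 to 9 for ASO1 in WT, 0 to 625 for genotype under ASO1 and 30 to 706 for the interaction, -0.0081 to 0.17 for the Dnm2 log2FC with genotype, and 90.0% to 95.4% for opposite signs, whose lowest split gave 85.1%. Without WT ASO1 replicates 1 and 2 in turn the median of fatty acid oxidation ran from -0.33 to 0.17 for ASO1 in WT and from 0.0033 to 0.44 for genotype under ASO1, and that of macrophage markers from -0.84 to 0.42 for ASO1 in WT. Where neither fewer genes nor fewer libraries explains a change, the cause was not tested. Upper-quartile scaling moved the share of raised genes in treated mutants against WT from 36.8% to 48.3%. Depth differed little, from 30148163 to 33667052 counts, and genes too rare to pass the filter were not tested.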

Other observations

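Protein folding and adhesion genes also followed genotype and ASO1. Of 27 proteostasis genes 12 rose and 3 fell with the mutation (14 and 4 adjusted over the list alone), among them the small heat shock proteins Cryab (log2FC 1.14) and Hspb1 (2.62-fold) and the serine synthesis enzyme Psat1 (3.67-fold). ASO1 in the mutant lowered 10 and raised 0 (12 and 0 adjusted over the list alone), with Hspb1 at log2FC -1.30 and the stress factor Xbp1 at -0.41. Of 32 integrin and costamere genes 13 rose and 5 fell with the mutation (15 and 5 adjusted over the list alone), with the integrin Itgb1 1.75-fold higher and talin Tln2 at -0.63, and 13 fell and 3 rose under ASO1 (16 and 3 adjusted over the list alone), with Tln1 at -0.48. The camera adjusted p of proteostasis was 0.0019 for genotype (median 0.30) and 7.7e-05 for ASO1 (median -0.27), and that of integrins 0.0020 (median 0.27) and 6.3e-04 (median -0.22). An estimated correlation gave adjusted p of 0.43 and 0.21 for proteostasis and 0.43 and 0.26 for integrins.

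Clock genes fell with the mutation, 7 of 18 with 0 risen (8 and 1 adjusted over the list alone), with the nuclear receptor Nr1d2 at log2FC -0.64, and 3 rose and 0 fell under ASO1 (the same adjusted over the list alone). Their camera adjusted p was 0.013 (median -0.48) and 0.030 (median 0.31), and 0.31 and 0.26 with an estimated correlation. The clock list was not called for ASO1 without Dnm2SL/+ ASO Control replicates 2 or 6 or Dnm2SL/+ ASO1 replicate 3 (adjusted p up to 0.075), and its median was 0.18 without Dnm2SL/+ ASO1 replicate 1. Of 25 autophagy and lysosome genes 7 rose and 3 fell with the mutation (the same adjusted over the list alone), the protease Lgmn at log2FC 1.14 and the kinase Ulk1 at -0.76, and 2 rose and 3 fell under ASO1 (camera adjusted p 0.32 and 0.063, the second 0.045 without Dnm2SL/+ ASO1 replicate 3). Of 20 atrophy genes 3 rose and 6 fell with the mutation (the same adjusted over the list alone), the metallothionein Mt2 4.15-fold up, and 0 rose and 2 fell under ASO1 (camera adjusted p 0.25 and 0.67). The atrophy median and mean differed in sign for genotype (-0.28 and 0.059) and for ASO1 (0.011 and -0.21). All 27 interferon genes had a positive genotype log2FC, of which 1 rose (0 adjusted over the list alone), the chemokine Cxcl10 (4.48-fold, adjusted p = 0.021, up to 0.061 without WT ASO Control replicate 2 or 4), and 0 were called under ASO1 (camera adjusted p 0.066 and 0.39, with a median of 0.0034 and a mean of -0.035 for ASO1). Dnm2SL/+ ASO Control replicate 1 had a mean log2 CPM of interferon genes 1.37 above the WT ASO Control mean, against differences of -0.038 to 0.308 in the other 5. Without it the interferon median was 0.079 for genotype (0.40 with it) and 0.36 for ASO1 (camera adjusted p = 1.6e-04). The genotype list was called (0.023 to 0.040) without any of Dnm2SL/+ ASO Control replicates 3, 4 and 5. Of 10 tendon markers 2 fell under ASO1 (2 adjusted over the list alone, median -0.48, camera adjusted p = 0.0042, and 0.47 with an estimated correlation). That fall was carried by Dnm2SL/+ ASO1 replicates 2 and 4, in which the mean log2 CPM of the list differed from the WT ASO Control mean by -2.67 and -2.20, against 0.904 and 1.02 in replicates 1 and 3 and -0.064 to 1.84 in the Dnm2SL/+ ASO Control libraries. Without replicate 2 the tendon median was -0.14 (adjusted p = 0.069), without replicate 4 it was -0.31, without replicates 1 or 3 it was -0.86 and -0.84, and without the library labelled Dnm2SL/+ ASO Control 6 it was -0.25. The tendon call also ended with DESeq2 (0.094) and with a replicate block (0.11).

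Across the 6 Dnm2SL/+ ASO Control libraries Dnm2 and the leading principal component had a Pearson correlation of 0.83 (exact permutation p = 0.029, 0.058 adjusted over the 2 relations computed) and a rank correlation of 0.71 (exact permutation p = 0.14). Without replicates 6 and 1 the Pearson correlation was -0.51, so the relation rests on those libraries.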
